A study of Mus musculus with 22 samples. Its data were reported in "miRNA Expression Profiles of Mouse Round Spermatids in GRTH/DDX25-Mediated Spermiogenesis: mRNA–miRNA Network Analysis" (2023).

How the data were processed

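Small RNA was sequenced from round spermatids (RS), the haploid germ cells that follow meiosis, isolated from the testes of WT mice, of mice lacking the RNA helicase GRTH/DDX25 (KO) and of knock-in mice carrying a changed GRTH (KI). The labels put the 22 samples in 4 groups and 2 experimental batches. Batch 1 held 5 WT and 5 KO samples, and batch 2 held 6 WT and 6 KI samples. The methods of the study put the KI batch before the KO batch, and the order of the sample labels was followed here. Every sample was in a comparison, and 0 columns of per-sample values were left unused. The mRNA libraries of the same work were not used here, and the transcript of the targeted gene is not a miRNA, so its level was not analysed here.

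The deposited table holds counts, as whole numbers of reads per mature miRNA name and sample. Per the file headers and the methods of the study, the authors trimmed adapters, aligned the reads to the mouse genome build GRCm38 with Bowtie2 in a local mode that could report many alignments per read, and counted the alignments on annotated mature miRNAs with featureCounts version 2.0.1. The counting was strand-specific, and reads marked as duplicates were kept. The option for counting multi-mapped reads was not given in the command. The counts of many names with several loci were divisible by the number of loci, as given with the closing observations, so reads of some names were counted at more than 1 locus. How far this holds for the other names was not determined, and levels of names with several loci relative to names with 1 locus are uncertain. The table held 1966 mature names at 2110 loci, and 82 names had 2 or more loci. Of the loci, 96.9% lay inside a miRNA gene of the GENCODE vM21 annotation of GRCm38 on the same strand. Coordinates are 1-based on GRCm38 as the deposited table gives them, and host genes and sequences were taken from GENCODE vM21 and the GRCm38 genome.

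Total counts per library ranged from 559957 to 3239357. A miRNA with 3 counts, taken as the smallest amount that the depth can show, corresponds to 0.926 CPM (counts scaled to a common library size) in the deepest library and to 5.36 CPM in the shallowest. These floors cover counting error only, because reads without molecular identifiers are not independent molecules.

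Differential abundance was tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the filterByExpr filter, on the counts as deposited. The study used DESeq2, which was run here as an alternative (version 1.42.0). KO was compared with the WT samples of batch 1 and KI with the WT samples of batch 2, each in a fit of its own with genotype as the only term. WT samples were compared between the batches in a further fit. The difference between the KO effect and the KI effect was tested in a fit of all 4 groups. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.1, the threshold of the study. The biological coefficient of variation was 0.168 over the 334 miRNAs tested for KO and 0.173 over the 387 tested for KI. CPM of single miRNAs are scaled by TMM and are given as mean ± SD. On counts simulated from the means and the spread of the real libraries, with 200 miRNAs changed by a log2 fold change of 1, the fit recovered 95.5% of the changes among 334 miRNAs for KO, 98.5% among 387 for KI, 96% among 383 for WT between batches and 81% among 421 for the difference of the effects. The median size among the real calls was smaller, 0.55 in KO and 0.47 in KI. Recovery of changes of that size was not measured.

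The miRNAs named are those the study names and, for KO and KI, the 5 largest rises and the 5 largest falls among the called miRNAs with a mean of at least 10 CPM and no overlap between the samples of the 2 groups. For WT between batches it was the 3 largest in each direction. This rule was fixed before the data were examined, but it did not say how CPM were scaled. With CPM by library total in place of TMM, 8 of the 10 miRNAs named for KO, 10 of 10 for KI and 5 of 6 for WT between batches would have been the same. A name of the study that gives no arm of the hairpin was read as its 5p product, except miR-24, miR-223 and miR-196a-2, which were read as 3p. The exceptions were set after the table had been seen, and so were an alternative that takes the more abundant arm of each name and one that reads miR-196a-2 as miR-196a-5p, with a miRNA that 2 names share counted once.

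Library totals and the percent of counts in the 10 most abundant miRNAs of a batch were compared with two-sided exact permutation tests. The relation of the KO and KI effects was measured with Spearman's rho and 100000 permutations of the miRNAs. The 6 lists of miRNAs, written before the data were examined, were scored as the mean of log2(CPM + 1) with CPM by library total, and tested with two-sided exact permutation tests with Benjamini-Hochberg adjustment over the lists and both contrasts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

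The replicate numbers that pair samples across groups come from the sample titles, which do not say whether same-numbered samples were handled together. The samples are different animals as far as the labels tell. The alternatives listed before the data were examined were size factors of the RLE type, library size only, DESeq2, no filter on low counts, a filter at a mean of 10 CPM, an adjusted p under 0.05, the replicate number as a block, a fit of all 4 groups, and leaving out each sample in turn. Another 2 alternatives were chosen after seeing the data: counts divided by the number of loci of the name, and a fit without miR-16-5p and miR-34c-5p.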

Results

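Isolated RS were profiled by miRNA-seq in 2 batches, KO with WT in batch 1 (n = 5 each) and KI with WT in batch 2 (n = 6 each). Total counts were 978178 ± 77789 (SD, n = 5) in WT and 702129 ± 127541 (SD, n = 5) in KO of batch 1. In batch 2 they were 2579843 ± 411908 (SD, n = 6) in WT and 2521589 ± 374104 (SD, n = 6) in KI. KO libraries were smaller than the WT libraries of their batch, with an exact permutation p of 0.0159 (two-sided, 0.0548 after Benjamini-Hochberg adjustment over 4 tests of library measures, which does not pass 0.05). KI and WT did not differ, with an exact permutation p of 0.799 (adjusted 0.799). Between 590 and 745 mature names had at least 1 count in a library. As a check for a library entered more than once, the counts of replicate pairs were compared, and the chi-square per degree of freedom was at least 8.32 in every group. This value does not measure how well replicates agree.

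**Figure D1:**
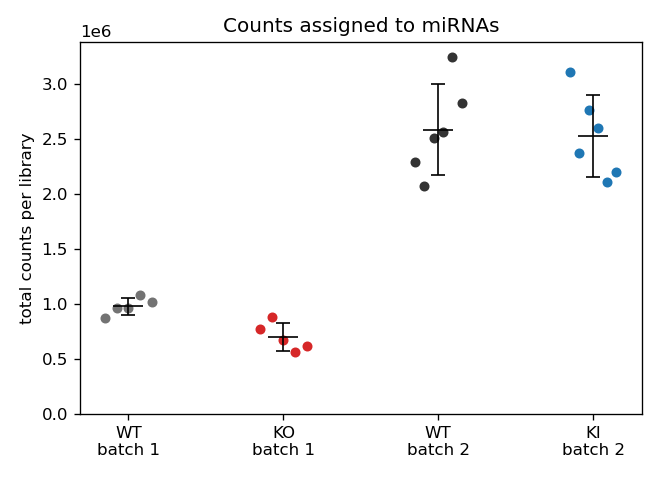
Total counts assigned to miRNAs per library for the 4 groups. Points are libraries, and bars give the mean and SD (n = 5 per group in batch 1, n = 6 in batch 2). Libraries of batch 2 all lie above those of batch 1.

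A small number of miRNAs held most of the counts. miR-16-5p, with copies on chromosome 14 (61631936 to 61631957) and chromosome 3 (69009918 to 69009939), took 31.2% ± 1.43 (SD, n = 10) of the counts in batch 1 and 30.0% ± 1.05 (SD, n = 12) in batch 2. miR-34c-5p, intergenic on chromosome 9 (51103076 to 51103098), took 16.5% ± 1.18 (SD, n = 10) and 25.3% ± 0.581 (SD, n = 12). Reads that align to both loci of miR-16-5p may have been counted at each, which was not determined for this miRNA. If every count of a name were divided by its number of loci, the share of miR-16-5p over all libraries would be 20.2% in place of 30.5%, and that of miR-34c-5p 28% in place of 21.3%. The 10 most abundant miRNAs of batch 1 held 68.0% ± 0.782 (SD, n = 5) of the counts in WT and 64.7% ± 2.54 (SD, n = 5) in KO, with an exact permutation p of 0.0317 and an adjusted p of 0.0548. In batch 2 they held 72.5% ± 0.380 (SD, n = 6) in WT and 71.6% ± 0.837 (SD, n = 6) in KI, with an exact permutation p of 0.0411 and an adjusted p of 0.0548. Neither difference passed 0.05 after adjustment. With the replicate number as a block, where same-numbered KI and WT samples had a mean correlation of deviations of 0.18, the exact sign-flip p for KI was 0.0938.

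The principal components of log2 CPM over 421 miRNAs separated the batches first. PC1 held 45.2% of the variance, with batch 1 between 7.28 and 11.99 and batch 2 between -10.17 and -4.49. PC2 held 12.6% and separated WT from the mutant samples within each batch. WT lay between 1.61 and 8.64 in batch 1 and between 2.23 and 5.23 in batch 2, KO between -7.15 and -2.78, and KI between -4.94 and -0.51.

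**Figure D2:**
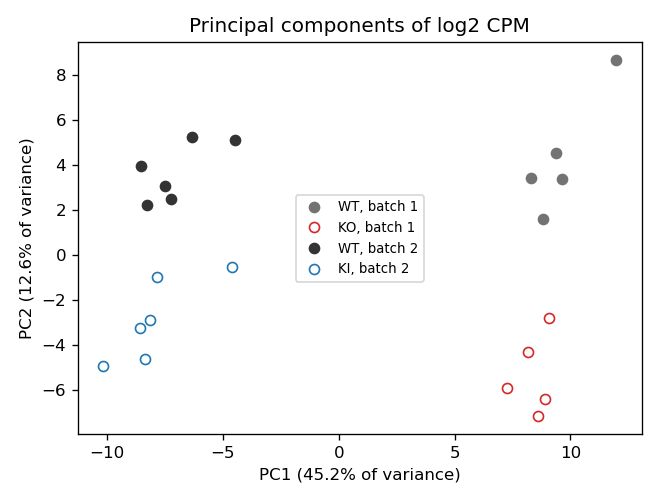
Principal components of log2 CPM over 421 miRNAs. Each point is a library, filled for WT and open for KO and KI. PC1 (45.2% of the variance) parts the batches, and PC2 (12.6%) parts WT from KO and KI.

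The comparison of KO with WT addressed which miRNAs depend on the presence of GRTH in RS. Of 334 miRNAs tested, 140 were called at an adjusted p under 0.1 in edgeR's quasi-likelihood test, 71 higher and 69 lower in KO. The rises include many names from miR-7210 to miR-7243, whose reads may be of another small RNA class, as given with the closing observations. Of 31 such names tested, 30 had a log2 fold change above 0 in KO, against 13 of 31 in KI. The calls for KO and KI include names with the same or nearly the same counts, which are not separate results. In batch 1, miR-297b-3p and miR-297c-3p each had 487 counts over WT and 250 over KO. How many calls are of this kind was not determined. The median size of the change among them was 0.55 on the log2 scale, and 15 changed by more than 1. The samples of KO and WT did not overlap for 67 of the 334 miRNAs, where chance gives 0.79% of them, or 2.7. The normalization moved the balance of the directions more than the number of calls. With library size only, 145 miRNAs were called, 101 higher and 44 lower, and the median log2 fold change of all miRNAs was 0.13 in place of 0.02.

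The largest falls in KO by the rule for named miRNAs included both products of the miR-140 hairpin, which lies on chromosome 8 within Wwp2, where the annotation overlaps an exon. miR-140-5p (CAGTGGTTTTACCCTATGGTAG, 107551249 to 107551270) was at 347 ± 44.0 CPM (SD, n = 5) in WT and 144 ± 26.5 (SD, n = 5) in KO, a log2 fold change of -1.28 (SE 0.14, edgeR adjusted p 9.41e-05). miR-140-3p (TACCACAGGGTAGAACCACGG, 107551288 to 107551308) fell from 773 ± 108 CPM (SD, n = 5) to 346 ± 11.7 (SD, n = 5), a log2 fold change of -1.16 (SE 0.10, edgeR adjusted p 2.22e-05). miR-138-5p has loci on chromosome 8 (94324312 to 94324334) and chromosome 9 (122682898 to 122682920) and had a log2 fold change of -1.11 (SE 0.19, edgeR adjusted p 0.00183). miR-28a-5p and miR-32-5p changed by -1.18 (SE 0.28) and -1.09 (SE 0.15). miR-28a-5p rested on 41 counts over all KO libraries.

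The largest rises with no overlap between KO and WT samples and a mean of at least 10 CPM were of miR-146a-5p, miR-23a-3p, miR-409-3p, miR-143-3p and miR-10b-5p. miR-146a-5p (TGAGAACTGAATTCCATGGGTT), intergenic on chromosome 11 (43374435 to 43374456), rose from 304 ± 121 CPM (SD, n = 5) to 666 ± 130 (SD, n = 5), a log2 fold change of 1.13 (SE 0.24, edgeR adjusted p 0.00637). miR-409-3p lies in an intron of the non-coding gene Mirg on chromosome 12 (109743204 to 109743225) and rose from 133 ± 11 CPM (SD, n = 5) to 271 ± 28.3 (SD, n = 5), a log2 fold change of 1.03 (SE 0.11, edgeR adjusted p 6.27e-05). miR-10b-5p, in an intron of Hoxd3 on chromosome 2 (74726074 to 74726096), changed by 1.0 (SE 0.21). miR-23a-3p and miR-143-3p changed by 1.09 (SE 0.24) and 1.02 (SE 0.22).

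KI was compared with WT to ask which miRNAs differ in RS fractions of mice with a changed form of GRTH. Of 387 miRNAs tested, 147 were called, 70 higher and 77 lower in KI. The median size of the change among them was 0.47 on the log2 scale, and 8 changed by more than 1. KI and WT samples did not overlap for 56 miRNAs, where chance gives 0.22%, or 0.8. Same-numbered samples of KI and WT deviated together, with a mean correlation of 0.18, and with the replicate number as a block 165 miRNAs were called, of which 141 were among the 147. With library size only, 149 were called, 96 higher and 53 lower.

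miR-3068-3p, in an intron of Alkbh1 on chromosome 12 (87437685 to 87437706), had the largest fall in KI, from 37.3 ± 10.8 CPM (SD, n = 6) to 11.3 ± 2.38 (SD, n = 6), a log2 fold change of -1.71 (SE 0.20, edgeR adjusted p 3.68e-05). miR-138-5p fell from 493 ± 24.6 CPM (SD, n = 6) to 195 ± 28.1 (SD, n = 6), a log2 fold change of -1.34 (SE 0.09, edgeR adjusted p 2.27e-07). miR-140-3p and miR-140-5p changed by -1.09 (SE 0.10) and -0.91 (SE 0.10). miR-34a-5p (TGGCAGTGTCTTAGCTGGTTGT), intergenic on chromosome 4 (150068473 to 150068494), fell from 4916 ± 737 CPM (SD, n = 6) to 2816 ± 332 (SD, n = 6), a log2 fold change of -0.80 (SE 0.10, edgeR adjusted p 7.31e-05). In KO its log2 fold change was -0.47 (SE 0.23) with an adjusted p of 0.13 in edgeR, and the test of the difference between the effects called no miRNA. With the replicate number as a block that test called 25, which did not include miR-34a-5p. They included miR-3068-3p, with a difference of 1.19 (SE 0.34, edgeR adjusted p 0.0725). In KO miR-3068-3p was not called, with a log2 fold change of -0.55 (SE 0.37, edgeR adjusted p 0.255).

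Among the rises in KI, miR-7b-5p, intergenic on chromosome 17 (56243017 to 56243040), went from 15.9 ± 3.65 CPM (SD, n = 6) to 36.7 ± 5.38 (SD, n = 6), a log2 fold change of 1.19 (SE 0.16, edgeR adjusted p 1.03e-04). miR-196a-5p, miR-223-3p, miR-10b-5p and miR-127-3p changed by 1.04 (SE 0.21), 0.97 (SE 0.19), 0.90 (SE 0.16) and 0.83 (SE 0.23).

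**Figure D3:**
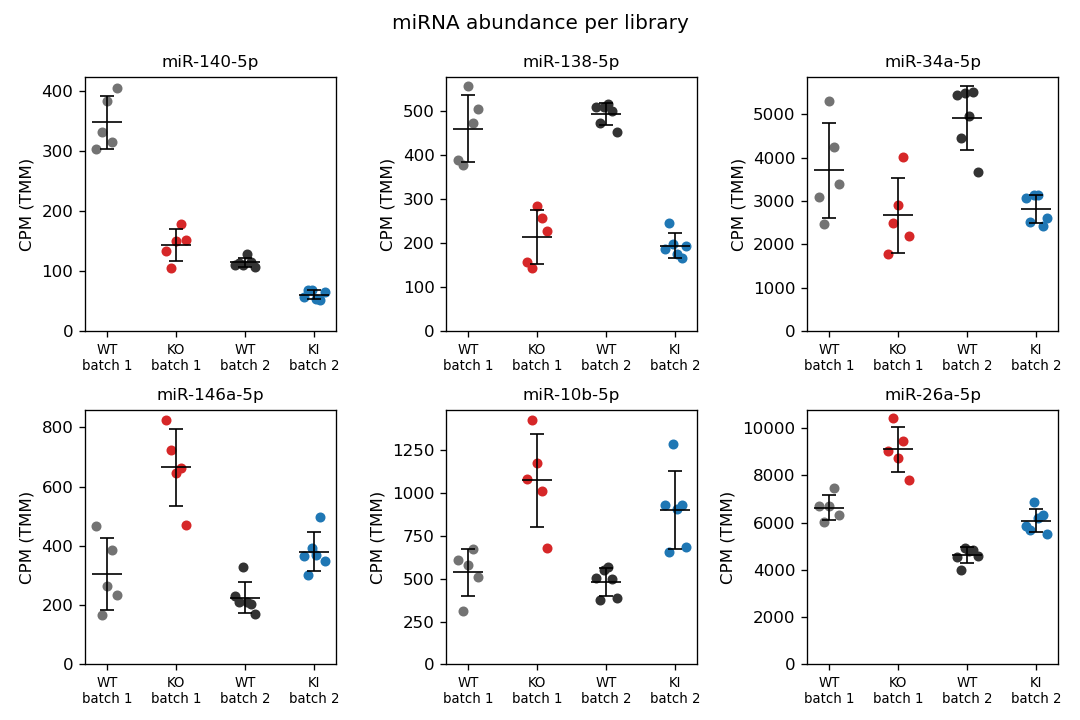
CPM scaled by TMM for 6 miRNAs in each library, with linear axes that start at 0. Points are libraries, and bars give the mean and SD (n = 5 per group in batch 1, n = 6 in batch 2). miR-140-5p, miR-138-5p and miR-34a-5p are lower and miR-146a-5p, miR-10b-5p and miR-26a-5p higher on average in the mutants. KO and WT overlap for miR-34a-5p, and KI and WT overlap for miR-146a-5p.

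The effects of KO and KI were then set side by side, each against the WT of its own batch. Of 329 miRNAs tested in both, 72 were called in both, and 72 of these changed in the same direction, 31 higher and 41 lower. Chance overlap of the calls would give 56.6 (Fisher's exact test across miRNAs, odds ratio 2.22, p 6.33e-04). Another 67 were called only in KO and 62 only in KI. Those called only in KO include many of the names from miR-7210 to miR-7243. Across the 329 miRNAs the log2 fold changes had a Spearman's rho of 0.60 and a Pearson's r of 0.62, with a permutation p for rho of 1e-05, the smallest that the permutations can give. miRNAs are not independent replicates, and some names have the same or nearly the same counts. Without the filter on low counts rho was 0.28. With the replicate number as a block, rho was 0.58 and 75 miRNAs were shared.

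**Figure D4:**
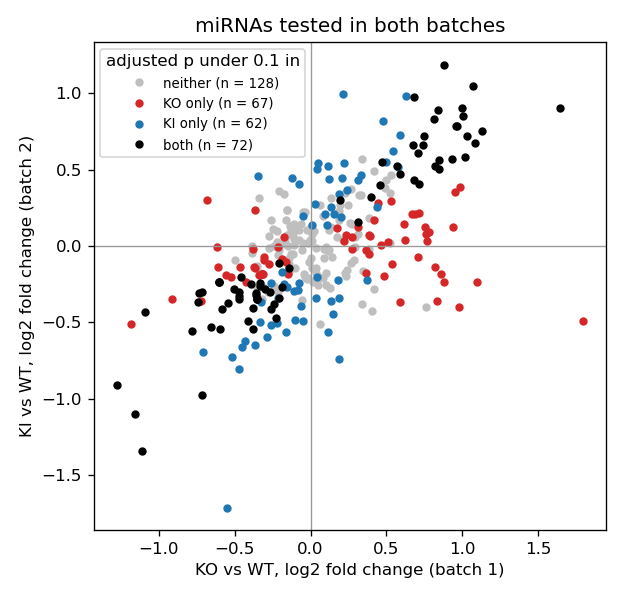
Log2 fold change of KO vs WT in batch 1 (horizontal) against KI vs WT in batch 2 (vertical) for the 329 miRNAs tested in both. Black points are the 72 called in both, which all have the same sign on both axes.

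No miRNA of 421 tested had an effect in KO that differed from that in KI at an adjusted p under 0.1, where 67 had an unadjusted p under 0.05 and 21.1 are given by chance. The lowest adjusted p in edgeR was 0.20. Over the 11 same-numbered pairs of mutant and WT samples the mean correlation of deviations was 0.11, and with the replicate number as a block 25 miRNAs were called, 21 with the higher effect in KO and 4 with the higher effect in KI.

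The difference between batches was measured in WT. Of 383 miRNAs, 217 were called between the WT samples of batch 1 and batch 2, 103 higher and 114 lower in batch 2. With library size only, 240 were called, 47 higher and 193 lower, with a median log2 difference of -0.34. miR-345-5p fell from 78.7 ± 13.3 CPM (SD, n = 5) to 5.36 ± 1.95 (SD, n = 6), a log2 difference of -3.88 (SE 0.21, edgeR adjusted p 3.75e-09). miR-1a-3p rose from 12.2 ± 6.88 CPM (SD, n = 5) to 401 ± 216 (SD, n = 6), a log2 difference of 5.03 (SE 0.63, edgeR adjusted p 9.02e-06). miR-139-5p and miR-132-5p differed by -2.72 and -2.40, and miR-29c-3p and miR-3084-5p by 1.92 and 2.21. No miRNA was therefore tested between KO and KI levels without the WT of each batch.

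The study named miRNAs that it found lower or higher in KO and KI. The list made from these names held 20 names for KO and 27 for KI. In KO, 11 of the 20 had enough counts to be tested, all 11 changed in the listed direction, and 10 were called over all miRNAs tested and 11 when adjusted over the list alone. In KI, 17 of the 27 were tested, all 17 changed in the listed direction, and 16 were called over all miRNAs and 16 over the list alone. With the replicate number as a block, 16 were called in KI as well. Most of the names were chosen by the study from these libraries, so the counts show no stability for them. The names listed for KI alone were taken from its PCR assays on RS, whose targets followed from the sequencing. With the more abundant arm of each name, chosen after seeing the data, 14 of 15 tested were called in KO and 19 of 21 in KI. With miR-196a-2 read as miR-196a-5p, also chosen after seeing the data, 11 of 12 tested were called in KO, and the counts in KI stayed at 16 of 17, because that miRNA was in the KI list already.

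Among the listed miRNAs, miR-26a-5p has loci in introns of Ctdsp2 on chromosome 10 (126995543 to 126995564) and of Ctdspl on chromosome 9 (119031811 to 119031832). It rose from 6632 to 9092 CPM in KO, a log2 fold change of 0.45 (SE 0.08, edgeR adjusted p 0.00234), and from 4615 to 6072 CPM in KI, a log2 fold change of 0.40 (SE 0.06, edgeR adjusted p 5.61e-04). miR-150-5p changed by 1.65 (SE 0.51) in KO and 0.90 (SE 0.28) in KI. miR-32-5p changed by -0.43 (SE 0.17, edgeR adjusted p 0.07) in KI, a call lost in 7 of the 12 fits that each left out one replicate. miR-202-5p was not called in KO, with a log2 fold change of -0.71 (SE 0.32, edgeR adjusted p 0.10). The call was gained in 5 of the alternatives other than leaving out a replicate, among them DESeq2 and the replicate number as a block. miR-141-5p was not called in KI, with a log2 fold change of -0.29 (SE 0.38, edgeR adjusted p 0.57), while miR-141-3p was, at -0.30 (SE 0.10, edgeR adjusted p 0.03). The more abundant arms miR-184-3p and miR-328-3p were not called in KI. Their log2 fold changes were -0.35 (SE 0.54, edgeR adjusted p 0.64) and 0.39 (SE 0.24, edgeR adjusted p 0.25).

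Several listed miRNAs were not detectable at this depth. miR-122-5p, in an exon of a long non-coding gene on chromosome 18 (65248866 to 65248887), had 8 counts over all 22 libraries and at most 2 in a library, under the floor of 3 counts. miR-652-5p had 3 counts over all libraries, miR-196a-2-3p 7 and miR-379-5p 10, and miR-485-5p had 14. No fold change is given for these. For miR-122a, which the study lists as higher in both mutants, its discussion states that sequencing showed no significant change. The study attributes this to low expression and cites its PCR and luciferase assays for that miRNA, which were not examined here. The study states that its names are of the 5p product where it does not say otherwise. Read so, miR-196a-2 stands for miR-196a-5p, which was detected. It was called in KO, with a log2 fold change of 1.07 (SE 0.265, edgeR adjusted p 0.011), and in KI. miR-328-5p was called in KO, a call lost in 8 of the 10 fits that each left out one replicate, and it was tested in KO only, because it had 1 count over the WT and 0 over the KI libraries of batch 2.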

Values the study reported

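The study reported around 80 M reads for each miRNA-seq library, and gave the number of animals per genotype for miRNA-seq as N = 5.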

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

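Each group of libraries was screened for a library far from the others, on 120 combinations of a measure and a group. Of these 8 stood out, where chance gives 6.0, so the screen as a whole shows little more than chance. The test described here for miR-1a-3p was chosen after the values had been seen.

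miR-1a-3p was low in WT replicate 2 of batch 2, at 5.0 on the scale of log2(CPM + 1) against 7.85 to 9.07 in the other WT libraries of that batch, a gap of 0.699 of the range of the group. KI replicate 2 was low too, at 31.3 CPM against 215 to 423 in the other KI libraries. miR-1a-3p is known for its abundance in muscle, so muscle RNA in some libraries was tested as a candidate source. Of 4 other muscle-linked miRNAs, 1 followed miR-1a-3p within both batches. For miR-133a-3p Pearson's r was 0.919 over the 10 libraries of batch 1 (permutation p 0.0005, adjusted 0.001) and 0.992 over the 12 of batch 2 (permutation p 2e-05, adjusted 8e-05), and Spearman's rho was 0.758 (permutation p 0.015) and 0.944 (permutation p 3e-05). With the 2 libraries farthest from the median left out r was 0.792 and 0.917. miR-499-5p did not follow, with r of -0.109 (permutation p 0.77, adjusted 0.77) in batch 1 and -0.159 (permutation p 0.68, adjusted 0.77) in batch 2. Its rho was -0.139 (permutation p 0.71) and -0.315 (permutation p 0.32), and r with the 2 libraries left out was 0.243 and 0.018. miR-133b-3p and miR-206-3p had 0 counts in every library. miR-1a-3p and miR-133a-3p share their host regions on chromosomes 18 and 2, so their moving together does not tell muscle RNA from a change at these loci, and the source cannot be decided.

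For the other 7 no biological or technical explanation was tested. In KO replicate 5, miR-146a-5p was low, at 8.84 against 9.45 to 9.66 on the log2(CPM + 1) scale (gap 0.741 of the range), and miR-335-5p was low, at 3.62 against 4.70 to 5.08 (gap 0.739). In WT of batch 1, miR-132-5p was high in replicate 5, at 8.28 against 7.23 to 7.52 (gap 0.726). In WT of batch 2, miR-140-5p was high in replicate 4, at 7.01 against 6.71 to 6.80 (gap 0.69), miR-223-3p was low in replicate 6, at 4.96 against 5.68 to 5.92 (gap 0.755), and miR-3084-5p was high in replicate 2, at 5.0 against 3.70 to 4.12 (gap 0.671). In KI, miR-7b-5p was low in replicate 1, at 4.91 against 5.25 to 5.44 (gap 0.639).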

How the results depend on the processing

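The numbers of miRNAs called for KO, KI and WT between batches, the shared calls, the correlation of the effects and the calls among the listed miRNAs kept within 1.5 times their value, or their direction and side of the threshold, under every alternative run. Calls for KO ranged from 103 at an adjusted p under 0.05 to 152 in the fit of all 4 groups, and from 112 to 153 over the 10 fits that each left out one replicate. For KI they ranged from 117 to 165, and from 127 to 173 over 12 such fits. WT between batches ranged from 196 to 241, and from 203 to 218 over 11 such fits. Shared calls ranged from 51 to 86, and from 61 to 79 over 22 such fits. Spearman's rho ranged from 0.28 without a filter on low counts to 0.62, and from 0.52 to 0.65 over 22 such fits. Listed miRNAs called ranged over fits with one replicate left out from 9 to 10 in KO and from 15 to 16 in KI.

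Same-numbered samples of KO and WT had a mean correlation of deviations of 0.02, and WT samples of the 2 batches one of 0.09. With the replicate number as a block 124 miRNAs were called for KO, of which 120 were among the 140, 232 for WT between batches, and 10 listed miRNAs in KO.

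The difference between the KO and the KI effect changed most. It gave 25 miRNAs with the replicate number as a block and from 0 to 26 over the 22 fits that each left out one replicate, and the cause was not tested. The fit without KI replicate 2 gave 26, of which 22 were among the 25 of the block, and the fit without WT replicate 1 of batch 2 gave 1.

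The difference in the share of the 10 most abundant miRNAs lost its side of 0.05, before adjustment, under several alternatives. For the single most abundant miRNA it was -1.28 percentage points in KO and -0.39 in KI, and for the 50 most abundant it was -0.24 in KI. With the replicate number as a block the differences of -3.24 in KO and -0.90 in KI had an exact sign-flip p of 0.0625, the smallest that 5 pairs allow, and 0.0938. With one replicate left out they ranged from -3.94 to -2.65 in KO and from -1.16 to -0.70 in KI. The cause was not tested.

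Of 12 pairs of a list and a contrast 2 passed. The number was 0 with a pseudocount of 0.1, 4 with TMM effective library sizes, 3 with list members of a mean of at least 1 CPM, and 0 with the replicate number as a block, where the smallest p is 0.0625 for KO and 0.0312 for KI, too large to pass the adjustment. With one replicate left out it ranged from 0 to 5. The cause was not tested.

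For the 44 results on single named miRNAs, none reversed, and the alternatives other than leaving out a replicate gave 421 results on the same side of the threshold, 7 weaker and 5 stronger. They concerned miR-32-5p in KI, and miR-202-5p and miR-328-5p in KO. Over the fits that each left out one replicate, miR-328-5p in KO lost its call in 8 of 10 and miR-32-5p in KI in 7 of 12, while miR-202-5p in KO gained one in 2 of 10. The other 41 of the 44 kept their side of the threshold in every such fit. In batch 1 334 miRNAs passed the filter, against 387 in batch 2, and the cause was not tested. Dividing counts by the number of loci leaves the fold change of a name as it is apart from normalization, so this alternative says little about how reads with several alignments were counted.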

Other observations

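The tests of other splits, of library totals, of the most abundant miRNAs, of several loci and the choice of the miR-7210 to miR-7243 group came after the results had been seen, and the tests of GC content, batch and somatic cells before. The total counts per library here were at most 3239357. That is lower than the number of reads quoted from the study above. The counts are only of alignments on annotated miRNAs.

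Other splits of the same libraries were tested where each split parts every same-numbered pair. For KO, 1 of 16 splits, the real one, gave as many miRNAs as the 140 called, and 16 splits are too few to bring the share under 0.05. The other 15 gave at most 0. Of 100 splits drawn from all those of the 10 libraries, which part differing numbers of pairs, 1 gave as many and the others gave at most 36. For KI, 1 of 32 splits gave as many, and the highest other split gave 56. For WT between batches, 1 of 32 gave as many, another split gave 174, and the next gave 3. These 32 include 1 that swaps every same-numbered pair and so nearly restores the batches. The 174 can therefore not be taken as what chance gives. For the difference of the KO and KI effects, 100 of 100 splits gave as many as 0, which carries no information. Of the other splits, 8 gave calls, with 111 in the highest and 91 in the next. The splits were drawn from a set that includes those keeping the real grouping in 1 batch, where a genotype effect remains. They were fitted without the replicate block, which the fit with 25 calls had. These calls therefore do not show how often chance gives as many as the 25 and 26 given above. Of 100 pairs of splits, 1 gave as many shared calls as 72 and 4 gave a rho as large as 0.60. For the listed miRNAs, 1 of 16 splits in KO and 1 of 32 in KI gave as many, which carries no information, because most of the names were chosen from these libraries under the real grouping.

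Technical explanations of the calls were tested. With every library of batch 1 thinned to the smallest total, 559957, a median of 131 miRNAs were called for KO over 5 copies, and each copy called between 120 and 125 of the 140. Without miR-16-5p and miR-34c-5p, 131 were called for KO and 151 for KI. After a correction for the GC content of the mature sequence in each library, 113 of the 140 calls for KO, 138 of 147 for KI and 209 of 217 for WT between batches were made again. Spearman's rho of GC content and log2 fold change was 0.291 across miRNAs in KO, 0.019 in KI and 0 in WT between batches. Part of the KO effect thus runs along GC content. The corrected fit for KO called 58 higher and 71 lower, against 71 and 69 before. For KI and WT between batches there was little such relation to correct, so their repeated calls say little about GC content.

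Differences between WT of the 2 batches were also present between the mutants. Across miRNAs the log2 difference of KI in batch 2 from KO in batch 1 followed that of WT with a Spearman's rho of 0.811, which is consistent with a difference of library preparation or sequencing common to all genotypes of a batch. KO and KI each occur in 1 batch only, so their difference from each other and the batch cannot be told apart except through WT.

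Counts of names with several loci were often divisible by the number of loci. Over 54 such names with at least 200 counts, the count was divisible in 72.7% of the pairs of a name and a library. Chance gives 43.0%, and 15 names were divisible in all 22 libraries. miR-465b-3p and miR-465c-3p, which have the same sequence, GATCAGGGCCTTTCTAAGTAGA, differed by a factor of 1.0016 to 1.0046. Of the 54 names, 12 were divisible in no more libraries than chance gives, among them miR-16-5p, in 6 of 22 libraries, and they hold 80.7% of the counts of the 54. For part of the names reads were counted at every locus, since miR-669a-5p with 12 loci, miR-669a-3p with 11 and miR-467a-5p with 10 were divisible in 22 of 22 libraries, where chance gives 1.8, 2.0 and 2.2. Reads that align to 1 locus alone break the divisibility, so whether every alignment was counted cannot be told for the 12 names.

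The 6 lists of miRNAs gave 2 differences that passed 0.05 after adjustment over 12 tests. In KI the list of the Dlk1-Dio3 imprinted cluster was higher by 0.472 in log2(CPM + 1), in 6 of 6 libraries against the WT mean (exact permutation p 0.00433, adjusted 0.039), and the list of the X-linked testis cluster changed by -0.205, with 0 of 6 above the WT mean (exact permutation p 0.00649, adjusted 0.039). In KO the first list was higher by 0.489 in 5 of 5 libraries, and did not pass the adjustment (exact permutation p 0.0159, adjusted 0.0519). The effects on this list did not differ between KO and KI, with a difference of 0.017 (exact permutation p 0.956, adjusted 0.956). The list of vascular and stromal miRNAs was higher by 0.613 in 5 of 5 KO libraries (exact permutation p 0.0397, adjusted 0.0952) and by 0.483 in 6 of 6 KI libraries (exact permutation p 0.0173, adjusted 0.0519), and neither passed the adjustment. The X-linked list changed by -0.153 in KO and did not pass (exact permutation p 0.0952, adjusted 0.143). With TMM scaling the imprinted, X-linked and vascular lists kept their directions, with differences of 0.42, -0.258 and 0.531 in KO and 0.417, -0.285 and 0.417 in KI. The first 2 then passed in KO as well, each with an exact permutation p of 0.0159 and an adjusted p of 0.0476. Over the scalings, pseudocounts and filters run, the adjusted p from exact permutation in KO ranged from 0.0317 to 0.19 for the imprinted list and from 0.0476 to 0.265 for the X-linked list. More RNA from somatic cells in the mutant fractions was a candidate explanation. If so, miRNAs that move with this list among the WT libraries of the other batch would be those that rise in the mutant. The Spearman's rho across miRNAs was 0.021 for KO and -0.007 for KI, between the limits that hold the central 95 percent of 10000 random lists matched on mean abundance (-0.27 to 0.229 and -0.23 to 0.224). Only 5 of the 10 members could be used, and the slopes rest on 6 and 5 WT libraries, so the test has little power against a small admixture, and these differences are not put forward as biological.

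The miRNAs named miR-7210 to miR-7243 were singled out after the fit with the replicate number as a block had been seen, since they made up 12 of its 25 calls. On 31 members tested, the mean log2 CPM rose by 0.361 in KO (5 of 5 libraries above the WT mean, exact permutation p 0.0238) and changed by -0.118 in KI (exact permutation p 0.398). The effects differed by 0.479 (exact permutation p 0.0202), a p that is too low because the group was chosen for this pattern. With scaling by library total the effects were 0.497 in KO and -0.011 in KI. The difference was at least 0.402 with any one library left out, so no single library carries it among these miRNAs. They were chosen on the same libraries, so this range does not show that the difference would recur. Reads of another small RNA class at these loci are another candidate explanation. The table has 0 columns of read lengths, so the pattern cannot be told apart from that explanation.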
